A study of Mus musculus with 48 samples.

How the data were processed

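Messenger RNA sequencing of 48 mouse brain hemispheres was used, with 1 library per mouse and 4 mice in each of 12 groups given by sex, genotype and feeding state in the labels. Per the labels' protocols, RNA was selected for poly-A tails and libraries were made with a commercial kit compatible with Illumina sequencing. The labels name no aligner, quantifier, genome build, annotation or strand setting. The authors deposited a single table of estimated counts (expected counts) per gene symbol, with no scaling between libraries. Its column totals differed between 7574827 and 16185373, and 66.1% of the nonzero values were whole numbers, so reads shared by several genes appear to have been divided among them by estimation. Columns were matched to mice by the library name in the labels. No entry lacked a gene name.

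Groups were taken from the labels' sex, genotype and treatment entries. Replicates were numbered in the order of the sample records, so a replicate number only names a mouse and pairs nothing between groups. The expected counts were rounded to whole numbers, which changed no library total by more than 51.1 counts. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 on the 12 groups, at its default settings (minimum count 10, minimum total count 15), and library sizes were scaled with TMM, whose factors ranged from 0.913 to 1.03. A quasi-likelihood model with 1 coefficient per group was fitted to all 48 libraries (glmQLFit and glmQLFTest in R 4.3.3), so that all groups shared the estimate of spread. Contrasts gave 20 tests: knockout against control over all combinations, per sex and in each of the 6 combinations of sex and feeding state; 3 interactions with genotype; the 3 pairs of feeding states in each sex; the difference of the feeding changes between sexes; and male against female. Interactions with feeding state were F tests of 2 contrasts together. P-values were adjusted over genes with the Benjamini-Hochberg method, and a gene with an adjusted p under 0.05 is called. CPM values were scaled with the TMM factors, and log2 CPM used a prior count of 2. Standard errors of log2 changes were derived from the F statistics.

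Named genes followed a rule fixed before the data were examined: Grin1 and Aldh1a1; Xist, Ddx3y, Eif2s3y, Kdm5d and Uty; the 5 genes with the smallest p-value among the calls of each test; and members of 8 gene lists called over all genes or when adjusted over the list alone. The lists were dopamine neuron, ionotropic glutamate receptors, immediate early, glucocorticoid responsive, circadian clock, hypothalamic feeding peptides, choroid plexus and pituitary. They were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with fry and an estimated correlation beside it, adjusted over 72 tests. Grin1 and Aldh1a1 were also tested per combination of sex and feeding state by an exact two-sided permutation of log2 CPM over all 70 assignments of 4 against 4. Genes near Aldh1a1 were compared with genes elsewhere, at an unadjusted p under 0.05, by Fisher's exact test.

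Positions, transcript lengths and GC contents were taken by symbol from GENCODE M39 on GRCm39, which need not be the build behind the counts. Of the genes tested, 98.3% had a length and GC value from the transcript tagged as canonical. Further marker lists, for skeletal muscle, oligodendrocytes, astrocytes, microglia, neurons, endothelium, red cells, and white cells with platelets, were written while the data were being examined and were used only to weigh explanations.

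Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, RLE size factors in edgeR, no filter on low counts, limma voom with sample quality weights, age in months as a covariate, a block that splits libraries numbered up to 28 from those numbered from 29, a threshold of 0.1 on the adjusted p, a fit to only the groups compared, windows of 5 and 20 Mb around Aldh1a1, and leaving out each library in turn. Chosen after seeing the data were a robust estimate of spread in glmQLFit and fits in which each library's median deviation in 20 bins of transcript length, or of GC content, was removed through offsets. The chain of edgeR steps was tested on simulated counts drawn for the 17352 genes, with 100 genes changed by 1 and 100 by 0.3 on the log2 scale. The changed genes were drawn from those with a mean count of at least 20. They changed alike in all knockouts, and the simulated spread followed the trend over genes of like counts. The closing part counts how often other splits of the libraries gave as many calls, over all 35 splits for 4 against 4 and over 100 splits drawn at random, the real one included, for the other tests. Depth limits all values to counting error plus biological spread, and reads without molecular identifiers are not independent molecules. Sequence reads, and any protein or tissue data, were not analysed here.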

Results

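Polyadenylated RNA was sequenced from a single brain hemisphere of each of 48 adult mice. The mice were female or male, and they carried a conditional knockout of Grin1 or were controls. Controls had loxP-flanked Grin1 alleles and no recombinase. In the labels, 1 of them, the library named female control unrestricted replicate 2, has only 1 flanked allele. Knockouts had the flanked alleles together with a CreERT2 recombinase placed in the Aldh1a1 gene. Grin1 encodes an obligatory subunit of the NMDA-type glutamate receptor. By this design Grin1 is to be lost only from cells that express Aldh1a1, among them a subset of midbrain dopamine neurons. Each mouse was taken in 1 of 3 feeding states. Unrestricted mice had been kept in single cages with chow, restricted mice had gone through 2 nights of food restriction with chow between the nights, and refed mice had then had free access to grain-based pellets from a feeding device for 3 days. Mice of all feeding states had been moved from group housing to single cages. Sex, genotype and feeding state gave 12 groups of 4 mice, with ages between 5.5 and 8.5 months. The labels ask how the transcriptome of the knockout depends on sex and on feeding state.

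The deposited table held estimated read counts of 56893 genes, of which 20039 were at 0 in every library. Total counts per library ranged from 7574827 to 16185373, with a median of 10515486. In units of 1e6 counts, the lowest group mean was 9.35 ± 0.977 (SD, n = 4) in female control refed mice and the highest was 13.3 ± 2.12 (SD, n = 4) in male control unrestricted mice. After removal of genes with low counts, 17352 genes were tested, which held 99.9% of all counts. The 72 pairs of replicates were compared only to look for a library deposited more than once, and none was found: the chi-square statistic per gene was at least 2.32, with a median of 7.21, where repeated counts of the same library give values near 1 or less.

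Sex labels were compared with sex-linked transcripts. Xist (chromosome X, 102503972 to 102537573 in GRCm39) was at 562 ± 59.1 CPM (SD, n = 24) in females and at 10.6 ± 1.35 CPM (SD, n = 24) in males. The lowest female value, 449 CPM, lay above the highest male value, 14.7 CPM. Ddx3y (chromosome Y, 1260715 to 1286663) was at 38.7 ± 4.24 CPM (SD, n = 24) in males and 0.943 ± 0.672 CPM (SD, n = 24) in females, and the Y-linked genes Eif2s3y, Kdm5d and Uty separated the sexes in the same way, with log2 differences of male against female of 5.47, 5.76 and 5.02 (edgeR, adjusted p = 3.2e-41, 3.2e-41 and 5.7e-32). No library went against its sex label. Reads that Y-linked genes and their X-linked relatives share may be divided between them by the counting, so the low female values are not a measure of Y-linked expression.

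The targeted gene and the gene that carries the recombinase were examined next in every library. Grin1 (chromosome 2, 25181186 to 25209226, minus strand) was at 350.9 ± 49.3 CPM (SD, n = 24) in controls and at 356 ± 29.4 CPM (SD, n = 24) in knockouts. Its log2 difference over the 6 combinations of sex and feeding state was 0.02 with a standard error of 0.04 (edgeR, adjusted p = 1), and in no combination did an exact permutation test separate the genotypes; the smallest exact two-sided p was 0.0857, in unrestricted females. No loss of Grin1 was detected. RNA of a whole hemisphere at this depth cannot tell a loss confined to a small population of neurons from no loss. Aldh1a1 (chromosome 19, 20469539 to 20622825, plus strand) was at 190 ± 27.3 CPM (SD, n = 24) in controls and at 101 ± 16.7 CPM (SD, n = 24) in knockouts. The log2 difference was -0.92 with a standard error of 0.05 (edgeR, adjusted p = 1.42e-16). In each of the 6 combinations all 4 knockouts lay below all 4 controls, which gave an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 allows. Adjusted over the 12 tests of both genes these p-values were 0.0571. The edgeR test called Aldh1a1 in all 6 combinations, with log2 differences from -1.23 in refed males to -0.76 in restricted females and in unrestricted males.

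**Figure D1:**
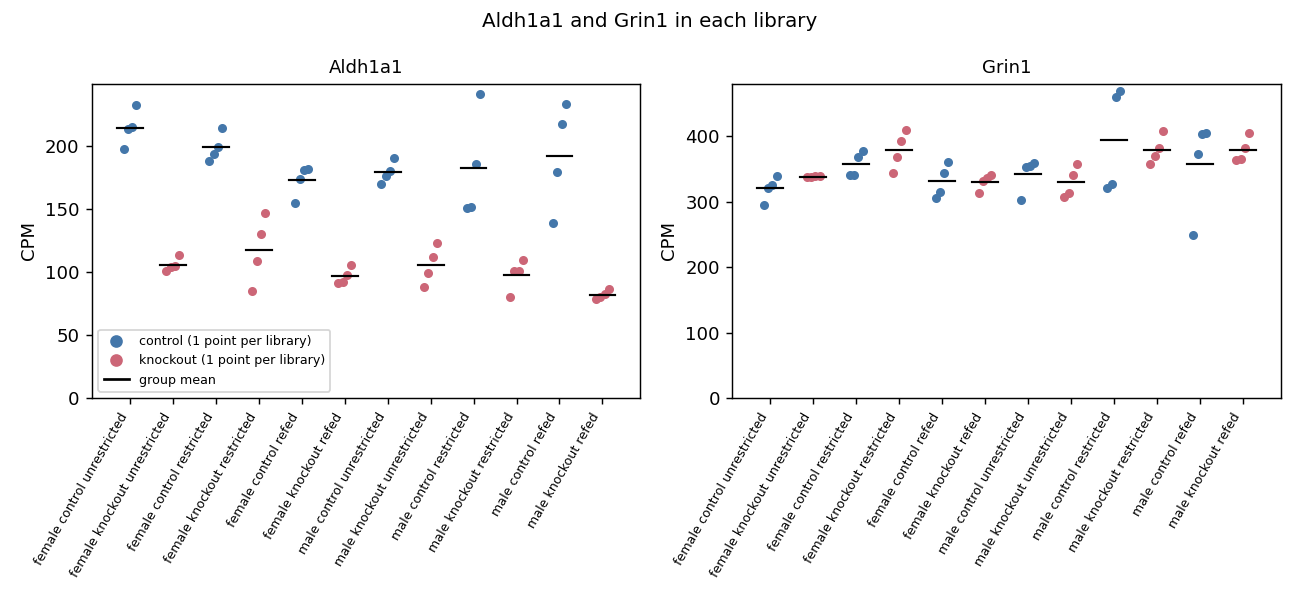
CPM of Aldh1a1 and Grin1 on linear axes starting at 0, with 1 point per library, 4 libraries in each of the 12 groups, and a bar at each group mean. Aldh1a1 is lower in every knockout library than in the controls of the same sex and feeding state, with means of 101 CPM against 190 CPM, while Grin1 values overlap between the genotypes.

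Knockout and control mice were then compared across all genes. Averaged over the 6 combinations, 1 of 17352 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and it was Aldh1a1; 430 genes had an unadjusted p under 0.05, which is 2.48% of those tested. In females alone and in males alone the same gene was the only call, with log2 differences of -0.87 and -0.96 and standard errors of 0.08 in each. DESeq2 moved these 3 counts to 3, 5 and 3 genes, and a fit with no filter on low counts moved them to 3, 4 and 3, the largest moves among the alternatives. Of the 110 other genes tested within 10 Mb of Aldh1a1, 0 were called and 0 had an unadjusted p under 0.05, where 2.49% of genes elsewhere did (two-sided Fisher's exact test, p = 0.119).

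Within single combinations of sex and feeding state, Aldh1a1 was the only call in refed females (367 genes at an unadjusted p under 0.05), unrestricted males (609) and restricted males (650). In unrestricted males its call was lost when any of 5 single libraries was left out, for example male knockout unrestricted replicate 1, where 0 genes were called. In unrestricted females 2 genes were called, Aldh1a1 and the small cytoplasmic RNA gene Rny3 (chromosome 6, 47758558 to 47758659), which has near-identical copies elsewhere in the genome, so that its reads are assigned with uncertainty. The log2 difference of Rny3 was 6.30 with a standard error of 1.18 (adjusted p = 0.0302), but a single library, female knockout unrestricted replicate 2, held 129 CPM of it, and without that library 1 gene was called. Without other single libraries of the group the count was between 1 and 12, highest without female knockout unrestricted replicate 3. The other knockouts of the group were at 1.56 CPM of Rny3 or less. Female knockout unrestricted replicate 2 also had 7.78% of its counts in Rn18s-rs5, against 1.92% or less in the other libraries. Its TMM factor of 0.913 was the lowest.

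Restricted females had more calls. Of 67 genes with an adjusted p under 0.05, 25 were higher and 42 lower in knockouts, though 13 of 15 were higher with each library's trend on transcript length removed and 18 of 35 with no filter on low counts. The 67 had a median absolute log2 difference of 0.36, and 2170 genes had an unadjusted p under 0.05. The smallest p-values belonged to Pdlim2 (chromosome 14, 70399116 to 70415130), higher by 0.70 on the log2 scale with a standard error of 0.10 (edgeR, adjusted p = 0.000392), Aldh1a1 at -0.76, Appl1 at -0.29, Ipcef1 at -0.48 and Phgdh at 0.40. Pdlim2 was between 22.7 and 27.4 CPM in the 4 knockouts and between 13.2 and 17.2 CPM in the 4 controls. The count of calls depended on single libraries. It fell to 1 without female knockout restricted replicate 2, without female knockout restricted replicate 3 or without female control restricted replicate 3, and to 10 and 11 without female control restricted replicate 2 and female knockout restricted replicate 1, and it rose to 120 without female knockout restricted replicate 4. Among the alternatives, limma with sample weights moved the count most upward, to 547 genes that held all 67. A fit to the 8 libraries of this comparison alone called 4 genes, 2 of them among the 67, and removal of each library's trend on GC content left 2 of the 67. The difference between restricted females and restricted males alone was not tested. Of the 67 genes, 14 (20.9%) had the same sign in restricted males, and across all genes tested, which are not independent replicates, Pearson's r between the genotype differences was -0.0851.

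In refed males 39 genes were called, all lower in knockouts. After Aldh1a1 the smallest p-values belonged to the skeletal muscle genes Myl1, Myh4, Acta1 and Tnnc2, with log2 differences from -7.66 to -5.76 and an adjusted p of 0.00193 each. These differences rested on 1 library. Male control refed replicate 1 held 1143 CPM of Acta1 (chromosome 8, 124618501 to 124623661), and without it 1 gene was called. Leaving out other controls of the group raised the count, to 161 without male control refed replicate 4.

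**Figure D2:**
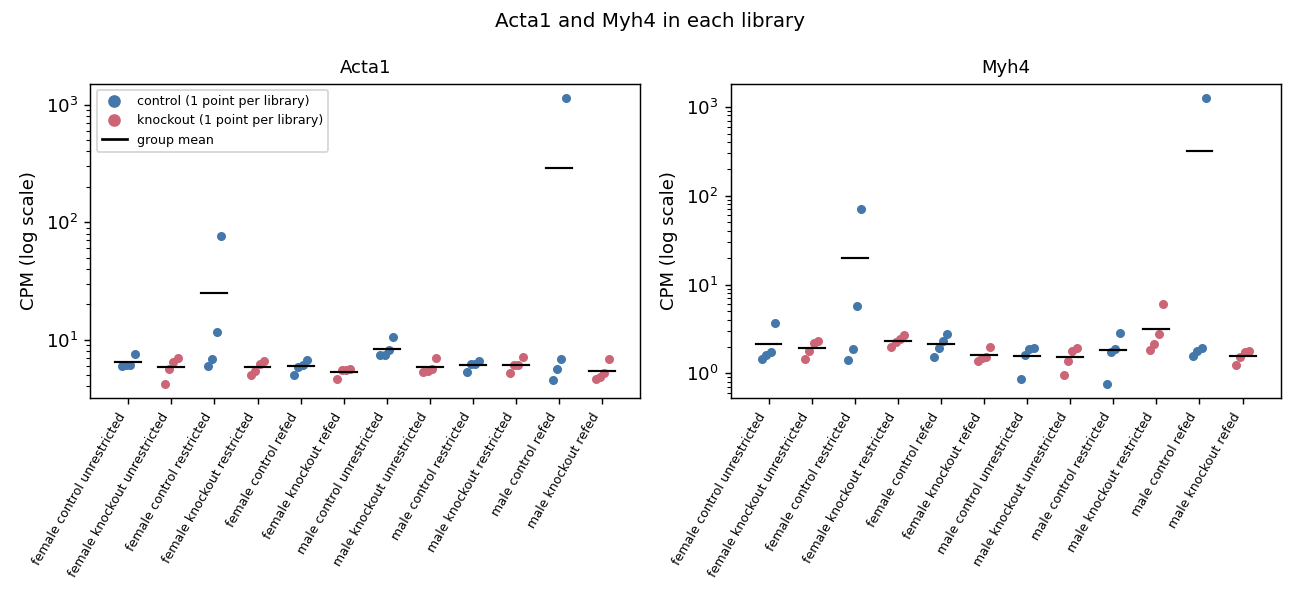
CPM of the muscle genes Acta1 and Myh4 on log axes, with 1 point per library, 4 libraries in each of the 12 groups, and a bar at each group mean. A single male control refed library reached 1143 CPM of Acta1, and 1 female control restricted library reached 76.1 CPM.

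Interactions asked whether the effect of the knockout differed between sexes or feeding states. In edgeR no gene had an adjusted p under 0.05 for genotype by sex, genotype by feeding state or genotype by sex by feeding state. At an unadjusted p under 0.05 there were 887, 792 and 1426 genes. DESeq2 called 1, 0 and 7 genes in these tests, a fit with no filter on low counts 1, 1 and 14, and limma 0, 0 and 1. For Aldh1a1 the unadjusted p-values of these tests in edgeR were 0.403, 0.287 and 0.0541. In edgeR the larger numbers of calls in restricted females and refed males were thus not shown to differ from those in other combinations. In simulated counts with known changes, the edgeR comparison of 4 against 4 recovered 90 of 100 genes changed by 1 on the log2 scale and 15 of 100 changed by 0.3. The comparison averaged over all combinations recovered 100 of 100 and 89 of 100. The simulation held no interaction, no genes of low counts among those changed, and no libraries that stand apart. Recovery in the real libraries may thus be lower, and these rates do not cover the interactions.

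Feeding state changed many more genes. In females 1088 genes differed between restricted and unrestricted mice, 524 higher and 564 lower after restriction, and 1058 differed between refed and restricted mice, 609 higher and 449 lower after refeeding. Males gave 1436 calls for restriction, 771 higher and 665 lower, and 1446 for refeeding against restriction, 840 higher and 606 lower. Limma with sample weights moved these counts most in females, to 1665 and 1946, and raised the male refeeding count to 2240; a fit to only the groups compared lowered the male refeeding count to 598. The male refeeding count was 3059 without male control refed replicate 2, and the female refeeding count was 693 without female control restricted replicate 4. Most changes were small: the median absolute log2 change of the called genes was between 0.31 and 0.33 in these 4 comparisons, and between 69 and 82 of the called genes changed by more than 1 on the log2 scale.

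**Figure D3:**
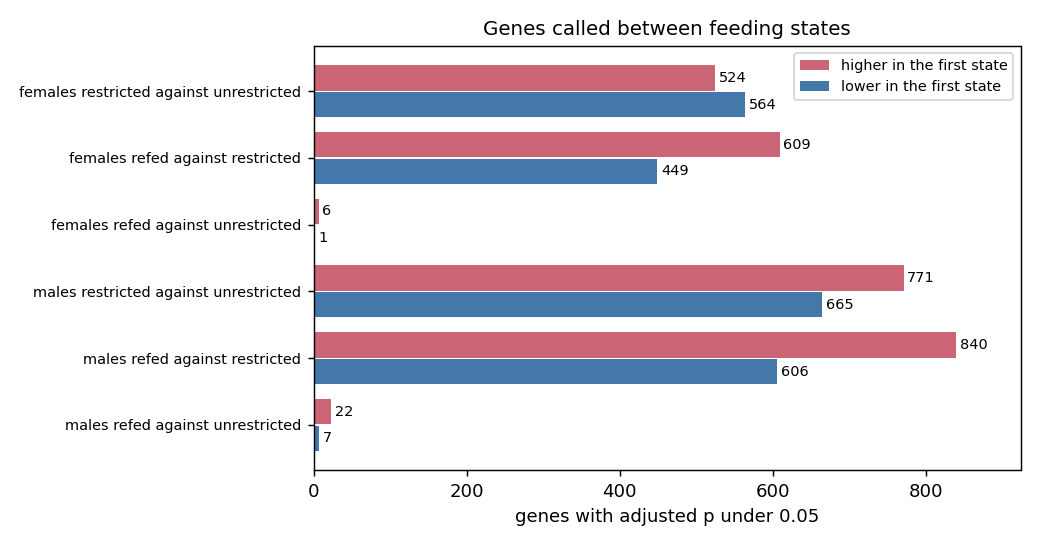
Number of genes with an adjusted p under 0.05 in edgeR for each of the 6 comparisons of feeding states, split into genes higher and lower in the state named first, as horizontal bars starting at 0. Restriction and the return to food each changed between 1058 and 1446 genes, and refed mice differed from unrestricted mice in 7 genes in females and 29 in males.

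Cdkn1a (chromosome 17, 29309936 to 29319701) had the smallest p-value in all 4 of these comparisons. In females it rose from 11.6 ± 1.88 CPM in unrestricted to 50.8 ± 13.01 CPM in restricted mice and was at 9.80 ± 1.21 CPM in refed mice (SD, n = 8 each, both genotypes). The corresponding male values were 11.9 ± 2.04, 49.8 ± 7.02 and 10.99 ± 1.14 CPM. The log2 change with restriction was 2.12 with a standard error of 0.12 in females (adjusted p = 4.11e-17) and 2.06 with a standard error of 0.12 in males (adjusted p = 5.12e-17). Other genes with the smallest p-values for restriction were Sult1a1 (log2 changes of 1.55 in females and 1.61 in males), Fkbp5 (1.49 in females), Etnppl (1.07 and 1.17), Mfsd2a (1.14 in females), Apod (0.89 in males) and Pnpla2 (1.02 in males). On refeeding, the log2 change of Cdkn1a was -2.36 in females and -2.18 in males. In females, Pnpla2 changed by -1.01, Mfsd2a by -1.101, Fam107a by -0.82 and Apod by -0.81. In males, Sult1a1 changed by -1.71, Fam107a by -0.89, Tma16 by -0.84 and Serpinb1a by 1.30. Serpinb1a (chromosome 13, 33026042 to 33035224) was at 6.80 ± 0.938 CPM (SD, n = 8) in restricted males and at 16.7 ± 3.66 CPM (SD, n = 8) in refed males.

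**Figure D4:**
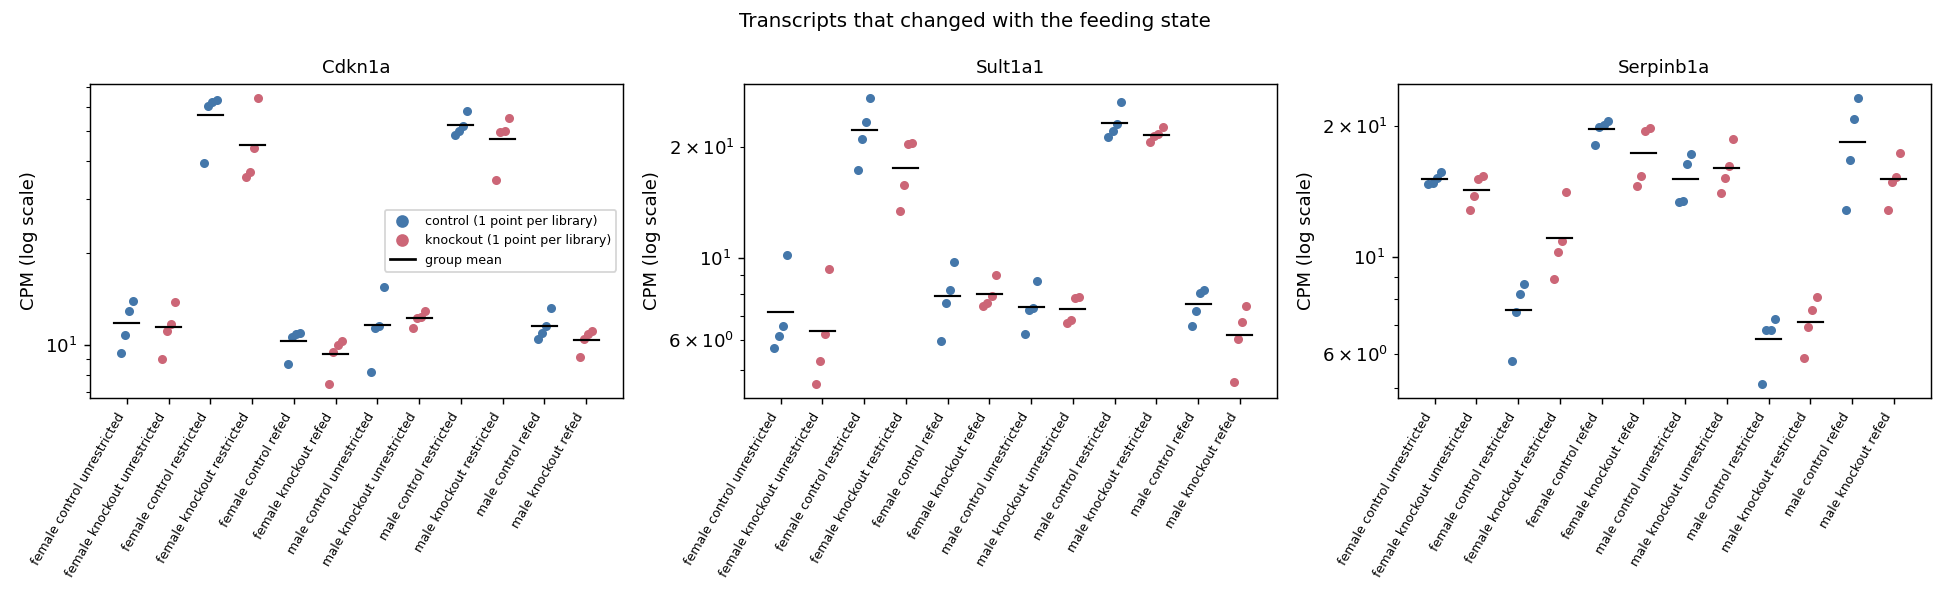
CPM of Cdkn1a, Sult1a1 and Serpinb1a on log axes, with 1 point per library, 4 libraries in each of the 12 groups, and a bar at each group mean. Cdkn1a and Sult1a1 are high and Serpinb1a is low in restricted mice of both sexes and genotypes.

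The sexes changed mostly alike. Of the restriction calls, 598 genes were shared by females and males where 90.0 would be shared by chance, and 597 of the shared genes changed in the same direction. Refeeding against restriction gave 526 shared calls, with 88.2 expected by chance, and all 526 had the same direction. In edgeR the test of a difference between sexes over the 3 feeding states called 0 genes, with 1101 at an unadjusted p under 0.05. DESeq2 called 1 gene in this test, and a fit with no filter on low counts called 14. Within a sex the changes with restriction and with refeeding share the restricted libraries, so chance alone gives opposite signs. In simulated libraries with no change of any gene, the 1088 female genes with the smallest p for restriction had the opposite sign on refeeding in 87.4% of cases, and 259 of them were also among the 1058 with the smallest p for refeeding; the observed values were 99.4% and 622. In males the simulated values were 89.8% and 373 and the observed values were 98.5% and 745. Across all genes tested, which are not independent replicates, Pearson's r between the changes with restriction and with refeeding was -0.615 in females against -0.468 in the simulation, and -0.563 in males against -0.551, so in males the correlation over all genes was close to that with no change.

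Refed and unrestricted mice were compared after 3 days of free access. Refed mice also had another food, grain-based pellets from a feeding device in place of chow. A difference may thus come from the food or the device, and need not be what remained of restriction. In females 7 genes were called, 6 of them higher in refed mice, and in males 29, of which 22 were higher; 6 genes were called in both sexes, all in the same direction. The excess of higher calls was not seen with limma and sample weights in males, where 662 of 1296 were higher, or in the fit to only the groups compared in females, where 19 of 36 were higher. The same 5 genes had the smallest p-values in both sexes. Vegfa (chromosome 17, 46327919 to 46343309) was lower by a log2 change of -0.37 in females and -0.31 in males, with a standard error of 0.05 in each (edgeR, adjusted p = 0.000304 and 0.00182). The heme synthesis gene Alas2 was higher by 1.41 and 1.56, the alpha-globin genes Hba-a1 and Hba-a2 by 1.12 and 1.21 in females and by 1.46 and 1.44 in males, and Per2 by 0.64 and 0.67. Hba-a1 and Hba-a2 are near-identical, so the division of reads between them is uncertain. Hba-a1 was at 136 ± 55.5 CPM in refed and 63.0 ± 22.6 CPM in unrestricted females, and at 129 ± 59.9 CPM and 46.2 ± 9.83 CPM in males (SD, n = 8 each). The alternatives that moved these counts most were a fit to only the groups compared in females, with 36 calls, and limma with sample weights in males, with 1296. The female count was 12 without female control unrestricted replicate 2 and 11 without female control unrestricted replicate 4. The male count of calls depended on single libraries. Without male control refed replicate 2 it was 1815, and without male control refed replicate 1 it was 12. All 16 refed libraries had library numbers up to 28, whereas restricted and unrestricted libraries were spread over libraries up to 28 and from 29 on. With that block in the fit, 6 genes were called in females, 5 of them among the 7, and 10 in males, 9 of them among the 29.

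**Figure D5:**
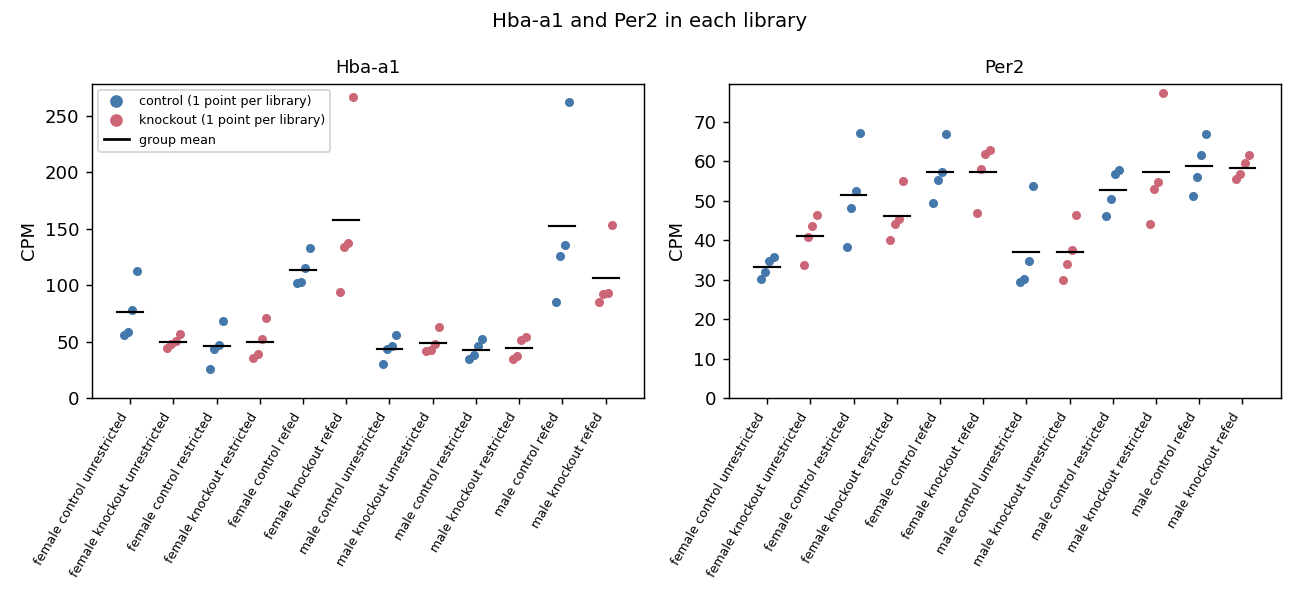
CPM of Hba-a1 and Per2 on linear axes starting at 0, with 1 point per library, 4 libraries in each of the 12 groups, and a bar at each group mean. Hba-a1 is higher in refed than in unrestricted and restricted mice, and Per2 is lowest in unrestricted mice.

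Between males and females, 62 genes were called, 24 higher and 38 lower in males, headed by Xist, Eif2s3y, Kdm5d, Ddx3y and Uty. The number depended on the processing and on single libraries: it was 478 with the block of library numbers in the fit and 1902 with limma and sample weights, and 1084 without male control refed replicate 2.

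Lists of genes chosen before the data were examined were tested with camera at a preset correlation of 0.01, over 8 lists and 9 comparisons, and 18 of the 72 tests had an adjusted p under 0.05. Of these, 8 also passed with fry and 5 with camera and an estimated correlation. The glucocorticoid responsive list was higher in restricted than in unrestricted mice in both sexes, with median log2 changes of 1.00 in females (adjusted p = 2.46e-43) and 0.82 in males (adjusted p = 4.5e-36), and it fell on refeeding, with medians of -0.83 and -0.80. These 4 tests held under fry and under the estimated correlation. All 15 members rose with restriction in both sexes, and all 15 were called over all genes tested and also when adjusted over the list alone. The largest change was that of Plin4, with log2 changes of 3.66 in females and 2.93 in males. Besides Cdkn1a, Sult1a1 and Fkbp5, the members were Sgk1, Tsc22d3, Pdk4, Zbtb16, Hif3a, Mt1, Mt2, Errfi1, Klf9, Klf15 and Angptl4. In refed mice the list remained slightly above the unrestricted level in camera, with medians of 0.20 in females and 0.07 in males; fry gave no call there, the call was lost in both sexes with the block of library numbers in the fit (adjusted p = 0.0621 and 0.224), and no member was called over all genes, while 6 in females and 6 in males were called when adjusted over the list alone, all higher except Angptl4 in males.

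The circadian clock list was higher in restricted than in unrestricted mice (median log2 change of 0.14 in females and 0.11 in males) and in refed than in unrestricted mice (0.22 and 0.14), and these 4 tests held under fry, 1 of them, refed against unrestricted females, also under the estimated correlation. Over all genes, Per1, Per2, Cry1 and Ciart rose with restriction in both sexes, and Cry2 and Tef in females. Per2 and Tef were higher in refed than in unrestricted females, and Per2, Per3 and Cry1 in males. Adjusted over the list alone, 10 members were called in females and 10 in males for refed against unrestricted mice, among them Bmal1, which was lower in both sexes, by log2 changes of -0.25 and -0.23. Dbp and Per3 rose and Per1 fell on refeeding against restriction in both sexes, and Bhlhe41 rose in males.

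The immediate early list was lower in refed than in unrestricted mice, with median log2 changes of -0.37 in females (adjusted p = 5.7e-10) and -0.27 in males (adjusted p = 6.99e-05), and lower in refed than in restricted females (median -0.24). In refed against restricted females, Dusp1 was called over all genes, with a log2 change of -0.61 (edgeR, adjusted p = 0.00417). No member was called over all genes in the comparisons with unrestricted mice. Adjusted over the list alone, 9 were called in females (Fos, Junb, Egr2, Arc, Nr4a1, Ier2, Dusp1, Btg2 and Fosl2) and 3 in males (Fos, Egr2 and Nr4a1), all lower. Fry gave no call for this list, and with the block of library numbers in the fit the list no longer passed in either sex. The same held for the pituitary list, lower in refed than in unrestricted females by a median of -2.03 (Gh, Prl and Cga when adjusted over the list alone). In males the pituitary list went the other way, with a median of 0.98 and 8 of 8 members higher, and passed only with the block in the fit (adjusted p = 0.161 without the block and 0.00236 with it). That median rested on 1 library: without male knockout refed replicate 3 it was -0.02, with 4 of 8 members higher. Fry and the fit with the block also gave no call for the hypothalamic feeding peptide list, lower in refed than in unrestricted males by a median of -0.20. Its mean log2 CPM was 1.31 in male control refed replicate 1, against 3.00 to 3.62 in the rest of that group. The median may thus rest on that library. Of the hypothalamic feeding peptide list, Crh was called over all genes, lower in refed than in restricted males by a log2 change of -0.51. The ionotropic glutamate receptor and choroid plexus lists passed in none of the 9 comparisons. Single members were called over all genes: Grik2 (-0.19 with restriction in females), Grin3a (0.25 on refeeding in females), Gria2 (0.16 with restriction in males), Sostdc1 (-0.59 with restriction in females, and 0.55 and 0.52 on refeeding in females and males) and Slc4a5 (0.57 with restriction in males).

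The dopamine neuron list, which holds Aldh1a1, was lower in knockouts over all combinations (median log2 difference of -0.02, 9 of 14 members lower, adjusted p = 0.0184) and in females (median -0.04, adjusted p = 0.0381). Neither test held under fry or under the estimated correlation, and Aldh1a1 was the only member called, over all genes and adjusted over the list alone. The glucocorticoid responsive list was lower in knockouts over all combinations, with 14 of 15 members lower, a median of -0.04 and an adjusted p of 0.0161 in camera, and it passed neither with fry nor with the estimated correlation. With feeding state, Ddc rose with restriction in both sexes (log2 change of 0.49 in each), and in females Sox6 changed by -0.41 with restriction and by 0.28 on refeeding. Drd2 in males, Gria4 and Grik2 on refeeding in females and Clic6 with restriction in males were among the members called only when adjusted over the list alone.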

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

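The tests on pituitary tissue, and those that leave out Pomc, were chosen only after the result was seen. In each group of 4 libraries, the gap between the most distant library and its nearest neighbour was divided by the group's whole range, for 11 measures, and compared with Dixon's 95% critical value. Of the 132 groups tested, 10 exceeded it, where chance alone gives 6.6. A pattern among so few may be chance.

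The pituitary list was far above the rest of its group in 4 libraries: female knockout restricted replicate 4 (gap over range 0.932), female knockout unrestricted replicate 4 (0.938), male control restricted replicate 4 (0.851) and male knockout refed replicate 3 (0.832). Prl was at 646 CPM, 484 CPM, 90.9 CPM and 57.1 CPM in these libraries and at 7.86 CPM or less in the other libraries of their groups, and Gh was between 401 and 729 CPM. Of the 32 values of list members in the 4 libraries, 27 were the highest of their group. A candidate explanation is pituitary tissue carried along with the hemisphere, as a hypothesis from the same data. These libraries come from both sexes, both genotypes and all 3 feeding states, so no group of the design was tested as an explanation. High Prl was also found in libraries that did not stand apart in this way. It was at 824 CPM in female control unrestricted replicate 1 and at 76.3 CPM in female control unrestricted replicate 2, so the lower pituitary list in refed than in unrestricted females rests on few libraries.

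The choroid plexus list was far below the rest of its group in female control restricted replicate 4 (gap over range 0.933) and in male control unrestricted replicate 2 (0.853). Of 26 member values, 17 were the lowest of their group. Less choroid plexus in the dissected tissue may account for this, but members of 1 tissue move together in any case, the count fell short of the 20 set beforehand, and this cannot be told apart from the ordinary spread between mice. No biological explanation was tested.

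The hypothalamic feeding peptide list stood apart in female knockout unrestricted replicate 4 (gap over range 0.82904, just past the critical value) and in male control unrestricted replicate 2 (0.837). Of 22 member values, 15 were the most extreme of their group on the side of the list, against the 16 set beforehand. Female knockout unrestricted replicate 4 is also one of the libraries with a high pituitary list, and its Pomc, a peptide gene that the pituitary expresses too, was at 65.3 CPM against 2.02 to 3.46 CPM in the rest of its group. Without Pomc its gap over range was 0.792, under the critical value. A different share of hypothalamus in the tissue might account for it, and cannot be told apart from the ordinary spread between mice. No biological explanation was tested.

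The circadian clock list was far above its group in male knockout restricted replicate 4 (gap over range 0.867). A shift in the phase of the clock in that mouse was looked for as lower Bmal1, Clock and Npas2 with higher targets. The targets were not grouped by their times of peak, so they need not all rise in such a shift. Of the 12 targets, 10 lay above all other libraries of the group, with a median log2 deviation of 0.32. The activators deviated by a median of -0.039, and 0 of the 3 lay below all other libraries of the group. With 3 activators in 1 library, a shift in phase cannot be told apart from the ordinary spread between mice.

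Grin1 was far below its group in male control unrestricted replicate 4, at 303 CPM, with a gap over range of 0.895. With each library's trend on GC content removed, the gap over range was 0.615, and with the trend on transcript length removed it was 0.778, both under the critical value. The low value is consistent with a technical trend in that library. No biological explanation was tested.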

How the results depend on the processing

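The robust estimate of spread and the fits with a length or GC trend removed were chosen after seeing the data. The causes of the changes listed here were not tested, except where a setting has fewer libraries or other genes tested by construction. No paired analysis was possible because replicates are numbered in the order of the records and the labels give no number shared between groups.

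DESeq2 gave 3 calls for genotype over all combinations, 5 in females (1 higher) and 3 in males (2 higher), 5 in unrestricted females (3 higher), 175 in restricted females, 5 in refed females (2 higher), 3 in unrestricted males (1 higher), 4 in restricted males (2 higher) and 6 in refed males (1 higher). It gave 1 call for genotype by sex, 7 for genotype by sex by feeding, 1 for feeding by sex, 16 for refed against unrestricted females (11 higher), 78 in males and 144 for sex (82 higher, where edgeR gave 24 of 62). With RLE size factors every count of calls stayed within 1.5 times.

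With no filter on low counts, genotype gave 3 calls over all combinations, 4 in females, 3 in males, 23 in unrestricted females, 35 in restricted females, 5 in refed females, 2 in restricted males and 130 in refed males. Genotype by sex gave 1, genotype by feeding 1, genotype by sex by feeding 14, feeding by sex 14, refed against unrestricted 29 in females and 89 in males, and sex 201.

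Limma with sample weights gave 547 calls in restricted females, 1 for genotype in refed males, 1 for genotype by sex by feeding, 1665 and 1946 in females for restricted against unrestricted and refed against restricted, 2240 in males for refed against restricted, 14 and 1296 for refed against unrestricted in females and males, and 1902 for sex. At an adjusted p under 0.1 there were 8 calls for genotype in unrestricted females, 233 in restricted females, 1610 for refed against restricted females, 79 for refed against unrestricted males and 219 for sex.

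With the block of library numbers, genotype gave 1 call in unrestricted females and 34 in restricted females, refed against unrestricted males gave 10, and sex gave 478. A fit to only the groups compared gave 1 call for genotype in unrestricted females, 4 in restricted females, 0 in restricted males and 0 in refed males, 36 and 10 for refed against unrestricted females and males, and 598 for refed against restricted males. The robust estimate gave 1 call for genotype in unrestricted females. Removing the length trend gave 5, 15 and 0 calls for genotype in unrestricted females, restricted females and unrestricted males, 12 for refed against unrestricted females and 111 for sex. The direction of the restricted female genotype calls depended on the setting: 25 of 67 were higher in the fit reported, 13 of 15 with the length trend removed, 3 of 4 in the fit to only the groups compared and 18 of 35 with no filter. The excess of higher calls in refed against unrestricted mice was also lost in some fits, with 662 of 1296 higher in males with limma, and in females 19 of 36 in the fit to only the groups compared and 14 of 29 with no filter. Removing the GC trend gave 2 for genotype in restricted females and 30 for sex. Of the gene list tests, 5 passed with an estimated correlation and 8 with fry, against 18. With the block 12 passed, 11 of them among the 18. The other was the pituitary list in refed against unrestricted males, higher by a median log2 of 0.98 with 8 of 8 members higher and an adjusted p of 0.00236 with the block, against 0.161 without it. Without male knockout refed replicate 3 that median was -0.02.

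Grin1, whose differences are near 0, changed sign in 8 values under 4 alternatives, limma, the block, the GC trend removed and age in the fit, and in none under the other alternatives that keep all libraries of the comparison. The log2 difference was -0.0075 over all combinations with limma; 0.0069 with the block and 0.0189 with the GC trend removed in males; -0.0026 in restricted females, 0.004 in refed females and 0.0242 in restricted males with the GC trend removed; 0.0061 in refed females with age in the fit; and -0.0541 in refed males with limma. Over the 1979 values of single genes under other alternatives, 1827 kept direction and side of the threshold, 68 lost their call, 76 gained one and these 8 reversed. Over the 3272 values with a library left out, 3063 stayed, 153 lost a call, 44 gained one and 12 reversed. With a library left out, the log2 difference of "Grin1, genotype, males" ranged from -0.0521 to 0.0237, that of "Grin1, genotype, female refed" from -0.0446 to 0.0358, that of "Grin1, genotype, male restricted" from -0.1457 to 0.0403 and that of "Grin1, genotype, male refed" from -0.0536 to 0.145. That of "Tnnc2, genotype, male refed" ranged from -7.6945 to 0.3974, the latter without male control refed replicate 1.

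Leaving out each library in turn gave 1 to 1 calls for genotype over all combinations, in females and in males, and, within single combinations, 1 to 12 in unrestricted females (12 without female knockout unrestricted replicate 3), 1 to 120 in restricted females (1 without female knockout restricted replicate 2, 120 without female knockout restricted replicate 4), 1 to 2 in refed females (2 without female knockout refed replicate 1), 0 to 1 in unrestricted males (0 without male knockout unrestricted replicate 1), 1 to 2 in restricted males (2 without male knockout restricted replicate 1) and 1 to 161 in refed males (1 without male control refed replicate 1, 161 without male control refed replicate 4). The ranges were 0 to 0 for genotype by sex, genotype by feeding and feeding by sex, and 0 to 4 for genotype by sex by feeding (4 without female knockout restricted replicate 4). In females they were 759 to 1199 for restricted against unrestricted, 693 to 1195 for refed against restricted (693 without female control restricted replicate 4) and 5 to 12 for refed against unrestricted (12 without female control unrestricted replicate 2). In males they were 1128 to 1571, 1122 to 3059 (3059 without male control refed replicate 2) and 12 to 1815 (12 without male control refed replicate 1, 1815 without male control refed replicate 2). For sex the range was 28 to 1084 (28 without male control restricted replicate 2, 1084 without male control refed replicate 2). Aldh1a1 was called in 5 to 6 of the 6 combinations. In simulated counts 15 of 100 genes changed by 0.3 were recovered with 4 against 4, so small changes within single combinations are mostly below what these libraries detect.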

Other observations

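Chosen only after the result was seen were the tests on muscle tissue in 1 control library, oligodendrocyte share and reads from the targeted allele. So were those on the phase of the clock in refed mice and on the length and GC trends in male control refed replicate 2. The same holds for the counts of splits for the genotype comparisons and for genotype by feeding state. It also holds for weighing explanations with the block of library numbers, while the fit with that block was set beforehand.

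Of the 39 genes lower in refed male knockouts, 18 belong to a list of 20 skeletal muscle genes. The mean log2 CPM of this list was 8.60 in male control refed replicate 1, 5.17 in female control restricted replicate 2 and between 1.08 and 2.14 in the other 46 libraries. Without male control refed replicate 1, 1 gene was called. The other 3 controls differed from the 4 knockouts by a log2 difference of -0.0909 (exact two-sided permutation p = 0.314), against a lower level of muscle transcripts in knockout brains. Skeletal muscle tissue in 1 control library is a candidate explanation. Of the 20 genes, 15 have a median of at least 1 CPM over the libraries. Of the 35 splits of the 8 refed male libraries, 35 gave as many genes, up to 675. What drove the calls in the other splits was not tested.

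In restricted females, genes higher in knockouts had a median transcript length of 2202 nt and a median GC content of 53.8%, and genes lower in knockouts had 6952 nt and 41.96%, against 3187 nt and 50.2% over the genes tested. With each library's GC trend removed, 2 of the 67 genes were still called, so a GC content trend between libraries may account for most of the calls. With the length trend removed 13 of the 67 were called, and with the block of library numbers in the fit 30. The length trend cannot be told apart from the GC trend, since the genes that rose were both shorter and richer in GC. The block cannot be told apart from the genotype either, since the first block holds 3 of the 4 knockouts and 1 of the 4 controls. Oligodendrocyte markers were higher by a median log2 of 0.28, 15 of 15 higher, 3 called, and microglia markers by 0.24. White cell and platelet markers were higher by 0.32, with 6 of 6 higher. Endothelial markers moved by 0.06, red cell markers by 0.06, astrocyte markers by 0.11 and neuron markers by -0.06. Skeletal muscle markers changed by -2.71, with 1 of 20 higher and 0 called. Their mean log2 CPM was 5.17 in female control restricted replicate 2, against 2.14 or less in the other libraries compared. The change may thus rest on that library. A larger share of oligodendrocytes might be involved, and cannot be told apart from a rise of several cell types, since microglia markers rose nearly as much (permutation p of the difference 0.613). Against the endothelial markers the permutation p was 0.0207. Both of these p-values come from exchanging marker genes between lists, and not mice between genotypes. Markers of a cell type may move together, so the p-values do not measure the spread between mice. With the GC trend removed the oligodendrocyte median was 0.29, with 15 of 15 higher. Only 1 of the 35 splits of the 8 libraries gave as many genes, the real one. Libraries that differ in GC trend can follow the real grouping by coincidence, which this count does not rule out.

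Aldh1a1 was lower in knockouts, with a ratio to controls of 0.529 over all combinations, and 0.491 to 0.570 at 2 standard errors. Knockouts carry the recombinase at 1 of their Aldh1a1 alleles, named P2A-CreERT2 in the labels. The labels do not say that this allele lacks Aldh1a1 expression. Fewer counted reads from the targeted allele is a candidate explanation, with a ratio near that of 1 working allele. Th, Slc6a3, Slc18a2 and Ddc changed by a median log2 of -0.0722, which argues against a loss of dopamine neurons large enough to lower Aldh1a1 by this much. Of the neighbours within 10 Mb, 0 had an unadjusted p under 0.05, against 2.49% of genes elsewhere, which argues against a linked chromosome segment that changes many of them. The controls lack the recombinase, so its effects and those of any loss of Grin1 come together in every comparison of genotypes.

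Red cell transcripts were higher in refed than in unrestricted mice, by a median log2 of 1.31 over both sexes, with 7 of 8 markers higher. White cell and platelet transcripts changed by a median of -0.21, with 2 of 6 higher. They went both ways, from -0.44 for S100a9 to 0.64 for Ngp, and these transcripts are few. They therefore cannot decide whether more residual blood was present. Within the libraries numbered up to 28, Hba-a1 was higher in the 16 refed than in the 5 unrestricted libraries by a log2 difference of 1.41 (exact permutation p = 4.91e-05, the smallest that 20349 splits allow), which argues against the block of library numbers. More young red cells after refeeding is a hypothesis from the same data and could only be tested in blood.

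Without male control refed replicate 2, 1815 genes were called between refed and unrestricted males, against 29 with it. Of the new calls, 1784 had also been tested with all libraries, and 72.9% of these changed in the same direction in females, against 56.1% of genes not called. All refed libraries of both sexes lie in the first block of library numbers. A block effect would thus also give like signs in both sexes, and the shared direction cannot tell it from feeding. A fit with the block and without this library was not run. The deviation of this library had a slope of -0.131 per doubling of transcript length and of -0.0245 per percentage point of GC content, outside the range of the other libraries (-0.0882 to 0.0880 and -0.0150 to 0.0141). With each library's trend removed and all libraries kept, 31 genes were called for length and 41 for GC content, so neither trend alone accounts for the few calls. A control library unlike the others in some further way is a candidate explanation. Of 100 splits without this library, 1 gave as many genes for refed against unrestricted males and 1 for refed against restricted males. The largest other split gave 797 calls against 1815 in the former and 2999 against 3059 in the latter, so the margin of the latter was small. With it, 5 of the 100 splits gave as many genes in each of these comparisons, and the largest other split gave 3079 calls against 29 and 4239 against 1446.

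Clock transcripts were higher in refed than in unrestricted mice. Of the 12 targets of the clock tested, 10 were higher in both sexes, with a median log2 of 0.26, while Bmal1, Clock and Npas2 were lower in both sexes, with a median of -0.10. A shift in the phase of the clock is a candidate explanation. The targets were not grouped by their times of peak, so the sign of each under such a shift was not predicted. The block of library numbers argues little for itself, as the list passed with the block in the fit at an adjusted p of at most 0.0017 in both sexes. The hour of collection is not in the labels, so whether it differed between feeding states was not tested.

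The number of calls was compared with other splits of the same libraries. For the genotype comparisons, 6 of the 100 splits gave as many genes over all combinations, 1 of the 100 in females and 5 of the 100 in males. In single combinations it was 5 of the 35 splits in unrestricted females, 2 of the 35 in refed females, 6 of the 35 in unrestricted males and 4 of the 35 in restricted males. Each of these has 1 or 2 calls in the real split. The largest count in another split was 6 over all combinations, 0 in females, 2939 in males, 5 in unrestricted females, 1 in refed females, 2 in unrestricted males and 1482 in restricted males, so some splits of male libraries that do not follow genotype gave far more calls than genotype did. The cause was not tested. For the interactions of genotype with sex, with feeding state and with both, and of feeding state with sex, 100 of the 100 splits gave as many genes, which holds for any real count of 0 and says nothing about these interactions. For the feeding comparisons in females, 1 of the 100 splits gave as many genes in each of restricted against unrestricted, refed against restricted and refed against unrestricted mice. In males it was 1 of the 100 for restricted against unrestricted mice, where the largest other split gave 774 calls against 1436. For sex, 1 of the 100 splits gave as many genes.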
